# Infection of Apple by *Apple Stem Grooving Virus* Leads to Extensive Alterations in Gene Expression Patterns but No Disease Symptoms

**DOI:** 10.1371/journal.pone.0095239

**Published:** 2014-04-15

**Authors:** Shanyi Chen, Ting Ye, Lu Hao, Hui Chen, Shaojie Wang, Zaifeng Fan, Liyun Guo, Tao Zhou

## Abstract

To understand the molecular basis of viral diseases, transcriptome profiling has been widely used to correlate host gene expression change patterns with disease symptoms during viral infection in many plant hosts. We used infection of apple by *Apple stem grooving virus* (ASGV), which produces no disease symptoms, to assess the significance of host gene expression changes in disease development. We specifically asked the question of whether such asymptomatic infection is attributed to limited changes in host gene expression. Using RNA-seq, we identified a total of 184 up-regulated and 136 down-regulated genes in apple shoot cultures permanently infected by ASGV in comparison with virus-free shoot cultures. As in most plant hosts showing disease symptoms during viral infection, these differentially expressed genes encode known or putative proteins involved in cell cycle, cell wall biogenesis, response to biotic and abiotic stress, development and fruit ripening, phytohormone function, metabolism, signal transduction, transcription regulation, translation, transport, and photosynthesis. Thus, global host gene expression changes do not necessarily lead to virus disease symptoms. Our data suggest that the general approaches to correlate host gene expression changes under viral infection conditions to specific disease symptom, based on the interpretation of transcription profiling data and altered individual gene functions, may have limitations depending on particular experimental systems.

## Introduction

Plant viral infection causes enormous economic losses in many crops worldwide. To understand the molecular basis of virus diseases, many studies have recently investigated host global gene expression changes in plant-virus interactions [1]–[13]. However, these studies have focused on viral infection of herbaceous plants producing visible disease symptoms. The molecular interactions of viruses with woody species, including economically important fruit trees, are poorly studied. Thus far only one study analyzed transcriptome changes in a woody perennial plant in response to virus infection: grapevine (*Vitis vinifera* L.) infected by *Grapevine rupestris stem pitting-associated virus* [14]. In general, transcriptome analyses of virus-infected plants detected changes in the expression patterns of host genes encoding diverse functions. Although up- or down-regulated expressions of these genes were often discussed with respect to specific signaling networks or to their possible individual roles in viral infection and host response, it has been difficult to derive conclusive models for symptom expression.

Here, we used infection of apple by *Apple stem grooving virus* (ASGV) to gain further insights into molecular responses of a woody host species to viral infection and to assess the significance of host gene expression changes in disease development. Apple (*Malus*×*domestica* Borkh.) is one of the most widely grown fruit crops in the world. It is an important source of energy, vitamins and minerals in human diet. Apple is susceptible to infection by pathogens, especially viruses such as *Apple stem grooving virus* (ASGV), *Apple chlorotic leaf spot virus* (ACLSV) and *Apple stem pitting virus* (ASPV). These viruses usually do not induce visible disease symptoms in the infected trees and fruits, although the infection eventually does lead to significant reduction in fruit yield and quality [15]–[17]. Further, the infection is permanent in apple trees due to vegetative propagation [16].

ASGV is the type member of genus *Capillovirus* in the family *Betaflexiviridae* [18]. It has a single-stranded RNA genome of approximately 6500 nucleotides and virion particles of 600–700 nm in length. The genome has two overlapping open reading frames (ORFs) encoding proteins of 241 and 36 kDa, respectively [19]-[21]. ORF1 encodes a polyprotein containing a replication-associated protein plus a coat protein (CP), and ORF2 encodes a movement protein located within ORF1 in a different reading frame. CP is expressed from a subgenomic RNA [22] and is essential for infection [23].

The ASGV-infected *in vitro* apple shoots are asymptomatic, providing an excellent model system to assess the significance of transcriptome changes in disease symptom development. An outstanding question is whether such asymptomatic infection is attributed to limited changes in host gene expression patterns, in contrast to extensive gene expression changes observed in other plants exhibiting visible disease symptoms. To address this question, we used RNA-seq to analyze the transcriptome profile of *in vitro* apple shoots permanently infected by ASGV in comparison with that of virus-free *in vitro* shoots. Our analyses revealed extensive changes in the apple gene expression patterns under ASGV infection, despite absence of visible disease symptoms, similar to those reported for other plant-virus pathosystems in which the infected hosts showed clear symptoms. We present our findings and discuss their biological implications.

## Materials and Methods

### Elimination of ASGV by thermotherapy

*In vitro*-grown plantlets of apple cv. Fuji were cultured in a medium (pH 5.8) composed of Murashige and Skoog medium (MS) containing 3% sucrose, 1 mg/L 6-benzylaminopurine (6-BA) and 0.02 mg/L 1-naphthlcetic acid (NAA) solidified with 0.8% agar powder. Stock cultures were maintained at a temperature of 25±1°C under a 16-h light/8-h dark photoperiod with a light intensity of 3600 Lx by cool-white fluorescent tubes. Subculturing was performed every 4 weeks.

For virus elimination, well-developed single shoots (>2 cm in length) were excised from ASGV-infected stock cultures and cultured in 150 mL triangular flasks. After 7 days, the flasks were transferred to a heat chamber programmed for a cycle of 16-h light at 37°C followed by an 8-h darkness at 34°C for 38 days. After thermotherapy, meristems of 1 mm were excised under a microscope and cultured for 7 days in solid MS medium containing 3% sucrose and supplemented with 1 mg/L 6-BA, 0.2 mg/L NAA and 0.5 mg/L gibberellin A3 at a temperature of 25°C in the dark for growth and plant regeneration. Regenerated shoots were subjected to virus detection after 60 days. RT-PCR and Northern blotting were performed to detect ASGV, ACLSV, ASPV, *Apple skin scar viroid* (ASSVd) and *Apple dimple fruit viroid* (ADFVd) in the regenerated shoots with specific primers (Supplementary Table S1). The ASGV-infected shoots were observed for two years in 20 generations and no symptoms were observed.

### RNA isolation, different gene expression library preparation and sequencing

Regenerated shoots were individually divided into ASGV-infected plantlets and virus-free plantlets based on detection result of RT-PCR and Northern blotting, 60 days after culturing. Before RNA extraction for cDNA library construction, every plantlet was confirmed to be ASGV-infected or virus-free by RT-PCR and Northern blotting. For library construction, the two RNA pools were obtained, separately, from 10 ASGV-infected plantlets and 10 virus-free plantlets. Total RNA was extracted from mixed samples according to the method described by [24]. After treatment with DNase I and extraction with phenol/chloroform and precipitation, RNA pellets were dissolved in 30 µL of RNase-free water and visualized in a 1.0% agarose gel and quantified using a NanoDrop ND-2000 Spectrophotometer (NanoDrop Technologies, Wilmington, Delaware, USA).

The libraries for RNA-seq were prepared from equal amounts of total RNA from different samples. Following the manufacturer's instructions (Illumina, San Diego, California, USA), mRNA was first purified from 20 µg of total RNA using oligo(dT) magnetic beads and then fragmented into small pieces in the fragmentation buffer. The cleaved RNA fragments were used for reverse transcription followed by second-strand cDNA synthesis using DNA polymerase I and RNase H. The double-stranded cDNA was purified with QiaQuick PCR extraction kit (QIAGEN, Dusseldorf, Germany) and washed with elution buffer for end repair and single adenine addition. Finally, sequencing adaptors were ligated to the fragments. The required fragments were purified by agrose gel electrophoresis and enriched by PCR amplification. The library products were used for sequencing via the Illumina HiSeq 2000 system (Illumina, San Diego, California, USA).

After sampling the plantlets were continuously cultured and propagated under the same growth conditions.

### Tag annotation and data normalization for gene expression levels

Raw RNA sequences were cleaned by removal of adaptor sequences, N-containing reads with more than 10% of unknown bases, low-quality sequences containing 50% bases of quality value ≤5, and adaptor-alone sequences. The clean reads were mapped to reference sequences (Malus×domestica Whole Genome v1.0) in the Genome Database of Rosaceae (http://www.rosaceae.org/species/malus/malus_x_domestica/genome_v1.0) [25] using SOAPaligner/soap2 [26] allowing no more than 2 nucleotide mismatches. The reads mapped to multiple gene sequences were filtered, and the remaining reads were designated as unambiguous reads. For gene expression analysis, the number of unambiguous reads for each gene was calculated and then normalized to reads per kb per million reads (RPKM) [27]. The gene ontology (GO, http://www.geneontology.org/) classification system and Uniprot database (http://www.uniprot.org/) were used to infer the functions of all genes. RNA-Seq data have been deposited in NCBI's Gene Expression Omnibus under accession number GSE53825 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE53825).

### Analysis of differential gene expression

Fisher's exact test [28] was used to identify differentially expressed genes (DEG) between the virus-free and ASGV-infected plantlets. False discovery rate (FDR) was used to determine the threshold *P* value in multiple tests and analysis. We used an FDR of <0.001 and the absolute value of log_2_ ratio ≥1 as the threshold to judge the significance of gene expression differences [29].

### Quantitative real-time reverse-transcription PCR (qRT-PCR) validation

To validate the DEG results, qRT-PCR was performed with RNA samples prepared following the method for RNA-seq library construction. Ten ASGV-infected and 10 virus-free *in vitro* grown plantlets were pooled separately. Total RNA was extracted from each pool and subjected to DNase I treatment (TaKaRa, Dalian, China). The first-strand cDNA synthesis was performed with Oligo(dT) primer and random hexamer primer using M-MLV reverse transcriptase (Promega, Madison, Wisconsin, USA) with 2 µg of total RNA according to the manufacturer's instructions. Eight randomly selected genes with relevant expression profiles from the RNA-seq data were tested. Specific primers (Supplementary Table S1) were designed using DNAMAN (v5.2.2) software. The SYBR Green real-time PCR assay was carried out in a total volume of 20 µL that contained 10 µL of 2×SYBR Premix *Ex Taq* II (Tli RNaseH Plus) (TaKaRa, Dalian, China), 0.4 µM (each) specific primers, 0.4 µL ROX Reference Dye II (50×), and 100 ng of template cDNA. The amplification program consisted of one cycle of 95°C for 30 s followed by 40 cycles of 95°C for 5 s and 60°C for 34 s. The fluorescent product was detected in the last step of each cycle. Following the amplification, melting temperatures of PCR products were analyzed to determine the specificity of the PCR products. Melting curves were obtained by slow heating at 1.6°C/s, from 60°C to 95°C, while continuously monitoring the fluorescence signal. A negative control without a cDNA template was run with each analysis to evaluate the overall specificity. Amplifications were carried out in 8 strip tubes (0.2 mL) in a ViiA7 Real Time PCR System (Applied Biosystems). All samples were run in triplicate. Amplification of an apple *ACTIN* gene (MDP0000774288) was used as an internal control. In total, three biological replicates (with 10 plantlets pooled for each replicate) were used for qRT-PCR analyses to obtain an average value. The average values from the three biological replicate were then used to calculate the mean and standard error. Using the 2^-ΔΔCT^ method, the data of relative gene expression were analyzed [30].

### Northern blotting

Total RNA was separated on a 1.2% agarose gel containing formaldehyde and transferred to a Hybond-N^+^ membrane (GE Healthcare Life Sciences, Piscataway, New Jersey, USA) according to manufacturer's protocol. After baking at 80°C for 2 h, the membranes were hybridized with ^32^P-labeled DNA probes. Prehybridization (1 h) and hybridization were carried out at 68°C in a hybridization solution containing 0.4 M Na_2_HPO_4_ (pH 7.0), 7% SDS, 1% bovine serum albumin (BSA) and 0.02 M EDTA. The membranes were washed twice for 20 min with 2×SSC and 2% SDS and once for 20 min with 0.2×SSC and 0.2% SDS at 68°C. Typhoon Trio Variable Imager (GE Healthcare, Uppsala, Sweden) was used for signal detection and analysis.

### Measurement of photosynthetic parameters

Micropropagated apple plantlets were transferred to a rooting medium consisting of half-strength MS salts, 30 g/L sucrose, 8 g/L agar and 1 mg/L indole-3-butyric acid. The cultures were maintained at 25±2°C under a 16/8-h (light/dark) photoperiod with light supplied by cool-white daylight fluorescent light bulbs. After acclimatizing with the Hoagland solution, the rooted shoots were transferred to soil and grown in a greenhouse. The fourth fully expanded leaf from a plantlet was used to measure the main photosynthetic parameters, including net photosynthetic rate (Pn), stomatal conductance (g_s_), substomatal CO_2_ concentration (Ci) and transpiration rate (Tr), with a portable LI-6400 photosynthesis system (Li-Cor, Lincoln, Nebraska, USA) under a constant leaf temperature of 20°C and alterable illumination supplied by the LI 6400-02B light system (Li-Cor). An average value for each parameter was obtained for each leaf based on five independent measurements. A total of six leaves from six ASGV-infected and six leaves from six virus-free plantlets, respectively, were used for the measurement. The six averages were then used to calculate the mean and standard error for each parameter for ASGV-infected and for virus-free plantlets, respectively. The data were statistically analyzed by *t*-test with statistical analysis system (SAS) software [31].

## Results

### Production of virus-free *in vitro*-grown apple plantlets via meristem tip culture and thermotherapy

*In vitro*-grown apple shoots, derived by vegetative propagation from a single mother plant, were propagated in growth chambers (Fig. 1A). RT-PCR using specific primers (Supplementary Table S1) showed that there was only ASGV in the cultured *in vitro* plantlets (Fig. 1B). The genome sequence of the ASGV isolate (KF434636 in GenBank) had the highest identity to that of the first isolate (NC_0011749) reported from Japan [19], not only for the whole genome sequence (97.6%) but also for ORF1, ORF2, and the CP at the nucleotide (97.2%–98.5%) and amino acid (96.9–99.6%) levels (H. Chen and T. Zhou, unpublished data). To obtain virus-free micropropagated plantlets, a total of 150 shoots were subjected to thermotherapy, and 62 shoot tips were excised and cultured for regeneration. Among them, 58 developed into plantlets. RT-PCR showed that six regenerated plantlets were virus-free (data not shown). This was confirmed by Northern blotting with an ASGV CP-specific probe (Fig. 1C). Multiple propagations of regenerated ASGV-infected and virus-free *in vitro* plantlets were performed to obtain enough samples for gene expression profiling.

**Figure 1:**
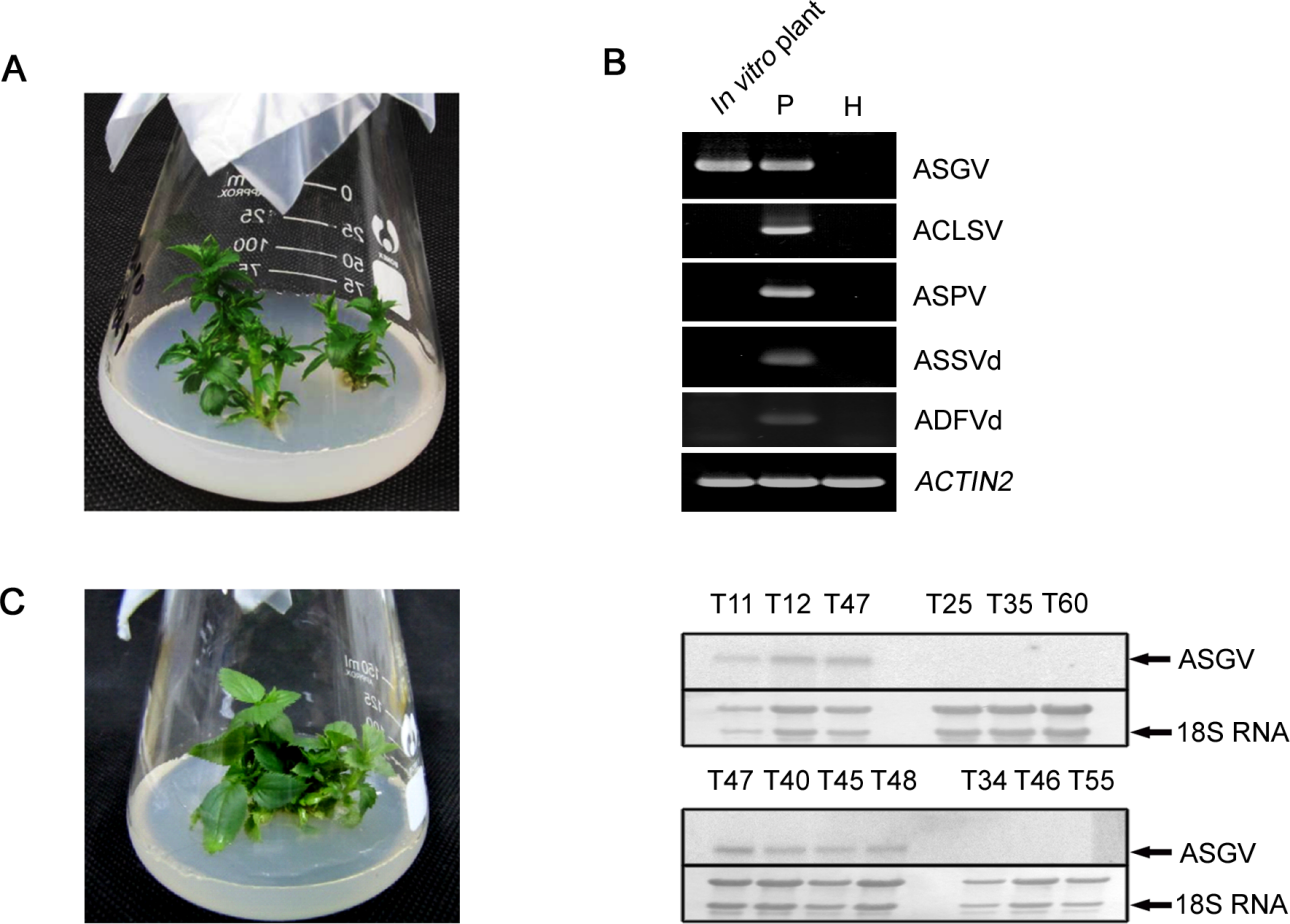
Virus-free and ASGV-infected plantlets for RNA-Seq. (A) ASGV-infected *in vitro* grown plantlets. (B) Detection of *Apple stem grooving virus* (ASGV), *Apple chlorotic leaf spot virus* (ACLSV), *Apple stem pitting virus* (ASPV), *Apple skin scar viroid* (ASSVd) and *Apple dimple fruit viroid* (ADFVd) using RT-PCR with specific primers listed in Supplementary Table S1. *ACTIN2* gene was used as an internal control. P, positive apple samples infected with ASGV, ACLSV, ASPV, ASSVd and ADFVd; H, healthy apple leaves. (C) Virus-free plantlets and Northern blotting to confirm ASGV elimination by thermotherapy. T11, T12, T25, T34, T35, T40, T45, T46, T47, T48, T55 and T60 represent regenerated apple plantlets after thermotherapy.

### RNA-seq and tag mapping to the apple genome

The apple *in vitro* plantlets samples were confirmed to be virus-free or only ASGV-infected by both RT-PCR and Northern blot before library construction (data not shown). 

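RNA-seq was done on 1 library of ASGV-infected and 1 library of virus-free apple plantlets, each made from RNA pooled from 10 plantlets. Shoots had been regenerated after thermotherapy, sorted by virus detection and propagated. The virus-free pool held more plantlets than the paper reports virus-free regenerated ones, so that some of its plantlets come from the same regenerated plantlet. The authors mapped the cleaned reads to the Malus×domestica Whole Genome v1.0 with SOAPaligner/soap2, removed reads that mapped to more than one gene sequence, and deposited for each gene the number of remaining reads, the percent of its length covered by reads and the RPKM. The reads counted on genes summed to 3309972 in the ASGV-infected library and 2796881 in the virus-free library, so the ASGV-infected library was 1.18 times as deep. The deposited RPKM of each gene was its reads divided by its length and by this sum. Only genes with at least 1 read were listed, which gave 35222 genes over both libraries. The listed lengths were multiples of 3 for 92.7% of the genes and are called coding lengths here. For each gene, RPM is its reads relative to the sum of reads of its library. The log2 ratio of RPM was taken, ASGV-infected over virus-free. A library with 0 reads on a gene was set at 3 reads. The ratio is then a lower bound that takes the reads in the other library as exact. Intervals of log2 ratios are exact 95% intervals for the ratio of a pair of Poisson counts and cover counting error only. With 1 library per condition the sequencing gives no replicate check of a difference, and a test on the reads compares these libraries, not the conditions. Because removing shared reads can deplete near-identical gene copies, the values of members of gene families are less certain.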

RNA-seq generated 7.6 million and 7.4 million raw tags, respectively, for the virus-free and ASGV-infected apple plantlet samples (Table 1). After removal of low-quality reads (see Materials and Methods), the total numbers of tags per library ranged from 7.3 million to 7.5 million. The total clean reads mapped to the apple genome sequence [25] were 4.2 million and 5.0 million for virus-free and ASGV-infected apple plantlets, respectively. Among the mapped reads, 2.8 million and 3.3 million were unique and 1.4 million and 1.7 million were multi-positional for the two libraries, respectively. About 37.28% and 45.15% of the unique reads were mapped to a gene in the reference genome, and the numbers of mapped genes were 31,320 (54.58% of total predicted genes) and 33,094 (57.67%) for the two libraries, respectively (Table 1). 

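In the deposited counts, 31320 genes had at least 1 read in the virus-free library and 33094 in the ASGV-infected library. Reads in both libraries were found for 29192 genes, in the ASGV-infected library only for 3902 genes and in the virus-free library only for 2128 genes. Most of the genes seen in 1 library had few reads there. Of those seen in the ASGV-infected library only, 82.6% had 1 or 2 reads, and of those seen in the virus-free library only, 91.3%. No such gene had more than 18 reads. The median gene with reads had 14.0 reads in the virus-free library and 17.0 in the ASGV-infected library. When the ASGV-infected library was thinned at random to the total of the virus-free library, a median of 32372 genes had at least 1 read over 100 draws, with a range of 32329 to 32426. At an equal total of reads, which were not spread alike over the genes of the libraries, this was above the number in the virus-free library. At a minimum of 10 reads, 17787 genes were left in the virus-free library and 19512 in the ASGV-infected library. The reads counted on genes were 37.3% of the clean reads of Table 1 in the virus-free library and 45.1% in the ASGV-infected library.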

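The deposited files give, for each gene with reads, the percent of its length covered by reads. In the virus-free library 23.2% of the genes (Wilson 95% interval 22.7% to 23.6%) had a coverage of 10% or less, against 22.0% (21.5% to 22.4%) in the ASGV-infected library. A coverage above 90% was found for 8.09% of the genes (7.80% to 8.40%) in the virus-free library and 9.71% (9.39% to 10.0%) in the ASGV-infected library. In neither of these classes did the intervals of the libraries overlap. Over all classes of 10%, the libraries differed by at most 1.61 percentage points. The median coverage was 30.6% in the virus-free library and 33.1% in the ASGV-infected library. Coverage rises with the number of reads, so the deeper library is at an advantage. Among the 709 genes with the same number of reads in both libraries, and at least 5, the median coverage was 26.6% in the virus-free and 26.9% in the ASGV-infected library. Of these genes, 48.8% had the higher coverage in the ASGV-infected library and 48.4% in the virus-free library. The classes follow the depth of a gene closely. Among genes with at least 10 reads, only 2.48% of the virus-free and 2.65% of the ASGV-infected genes had a coverage of 10% or less. A coverage above 90% was found there for 14.2% of the virus-free and 16.4% of the ASGV-infected genes, so the libraries still differed in that class.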

The gene coverage distribution showed similar patterns for both libraries (Fig. 2), suggesting no bias in the construction and sequencing of libraries from the virus-free and ASGV-infected apple plantlets.

**Figure 2:**
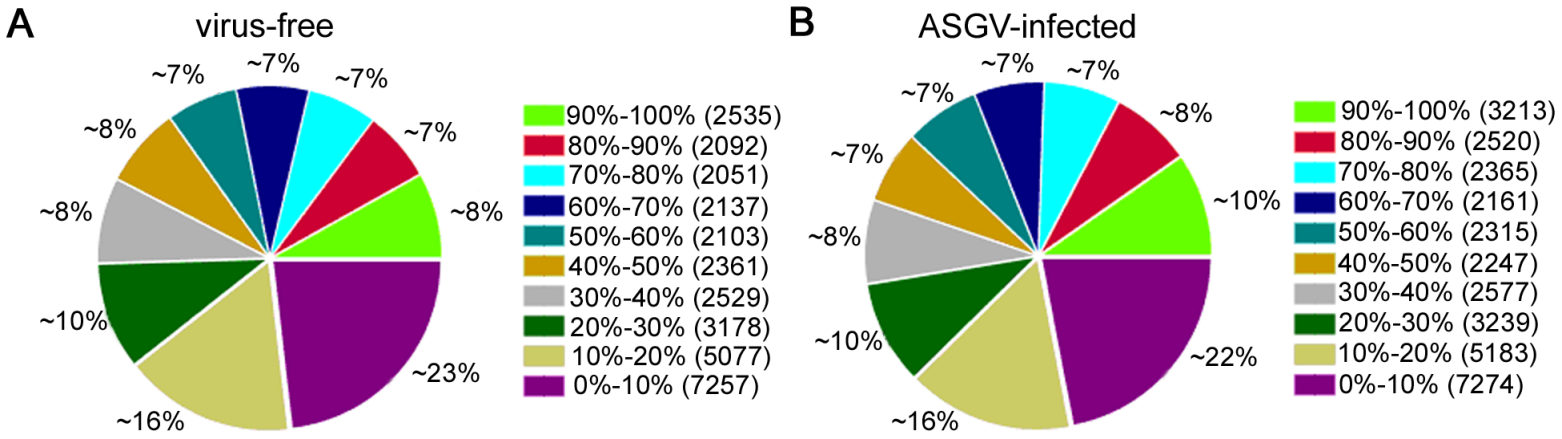
Gene coverage statistics of the two RNA-seq libraries: virus-free and ASGV-infected.

**Table 1:** Categorization and abundance of RNA-seq reads from libraries of virus-free and ASGV-infected apple shoots.

Summary		Virus-free	ASGV-infected
Raw reads	Total numbers	7591038	7430421
Total clean reads	Total numbers	7502805	7331064
	Total % of raw reads	98.84	98.66
Total mapped reads	Total numbers	4231368	5011174
	Total % of clean reads	56.40	68.36
Unique match reads	Total numbers	2796881	3309972
	Total % of clean reads	37.28	45.15
Multi-position match reads	Total numbers	1434487	1701202
	Total % of clean reads	19.12	23.21
Total unmapped reads	Total numbers	3271437	2319890
	Total % of clean reads	43.60	31.64
Total mapped reads	Total numbers	31320	33094
	Total % of genes	54.58	57.67

### Differentially expressed genes in response to ASGV infection

To identify apple genes whose expressions changed significantly in response to ASGV infection, the differentially expressed gene (DEG) tags were analyzed. They were mapped to a total of 320 genes, with 184 up-regulated and 136 down-regulated (Fig. 3A and Supplementary Table S2). 

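Fisher's exact test was repeated on the deposited counts of all 35222 genes, with the sum of reads on genes as library total, and genes were called at an FDR (Benjamini-Hochberg) below 0.001 and an absolute log2 ratio of at least 1. This called 318 genes, 0.903% of those tested, of which 185 were up-regulated and 133 down-regulated in the ASGV-infected library. Of the 320 genes of Table S2, 315 were called, all in the direction listed there. The median called gene had 266.5 reads over both libraries. The interval of the log2 ratio lay wholly beyond 1 in size for 137 of the called genes. The FDR limit alone was passed by 1015 genes, 587 higher and 428 lower in the ASGV-infected library. Among the 13415 genes with at least 50 reads over both libraries, the median log2 ratio was 0.14, and TMM scaling, which moved it to 0.0082, called 113 genes up-regulated and 192 down-regulated. The share of up-regulated genes among the called genes was thereby 37.0% instead of 58.2%. The clean-read totals of Table 1 moved the balance the other way, with 622 genes called up-regulated and 65 down-regulated, a share of 90.5%. The Fisher test allows for counting error only. With an assumed coefficient of variation of 0.2 between pools, edgeR's exact test called 9 genes, 1 up-regulated and 8 down-regulated. The paper takes the genes past its FDR and log2 ratio limits as altered in expression by ASGV infection, and checks some of them by qRT-PCR on replicate pools and by Northern blotting.

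**Figure D1:**
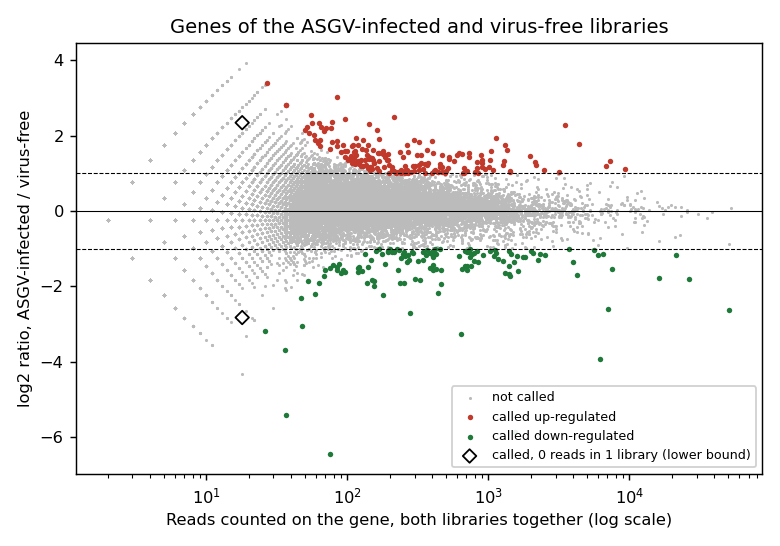
Log2 ratio of each gene with reads in both libraries (ASGV-infected over virus-free, vertical axis) against its reads in both libraries together (log horizontal axis), with called genes in colour and the called genes with 0 reads in 1 library as diamonds at their lower bound. Dashed lines mark log2 ratios of 1 and -1, and the spread of genes that were not called widens as reads become fewer.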

The detected fold changes (log_2_ ratio) of gene expression ranged from −13.5 to 13.7, and more than 90% of the genes were up- or down-regulated by 2–5 fold (Fig. 3B, 3C).

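Among the 316 called genes with reads in both libraries, the log2 ratio ranged from -6.45 (MDP0000485762) to 3.40 (MDP0000493644). The other 2 called genes had 0 reads in one library. MDP0000288293, annotated Mal d 1-like, had 18 reads in the ASGV-infected and 0 in the virus-free library (FDR = 0.000631, Fisher's exact test with Benjamini-Hochberg adjustment). This made it at least 5.07-fold higher if the 18 reads are taken as exact. MDP0000471879, annotated as a protease inhibitor, had 0 reads in the ASGV-infected and 18 in the virus-free library and was at least 7.10-fold lower (FDR = 3.8e-05 from the same exact test). When 0 was instead replaced by an RPKM of 0.001, these genes had log2 ratios of 13.47 and -13.72. Of the called genes, 295 (92.8%) changed by less than 5-fold. Among the up-regulated genes 70.8% changed 2 to 3-fold, 23.2% changed 3 to 5-fold and 5.95% changed 5-fold or more. The same classes held 70.7%, 20.3% and 9.02% of the down-regulated genes. The called genes with the largest log2 ratios and at least 3 reads in each library were MDP0000279459 at -5.86 (31 against 1519 reads) and MDP0000291076 at 3.02 (77 against 8 reads).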

**Figure 3:**
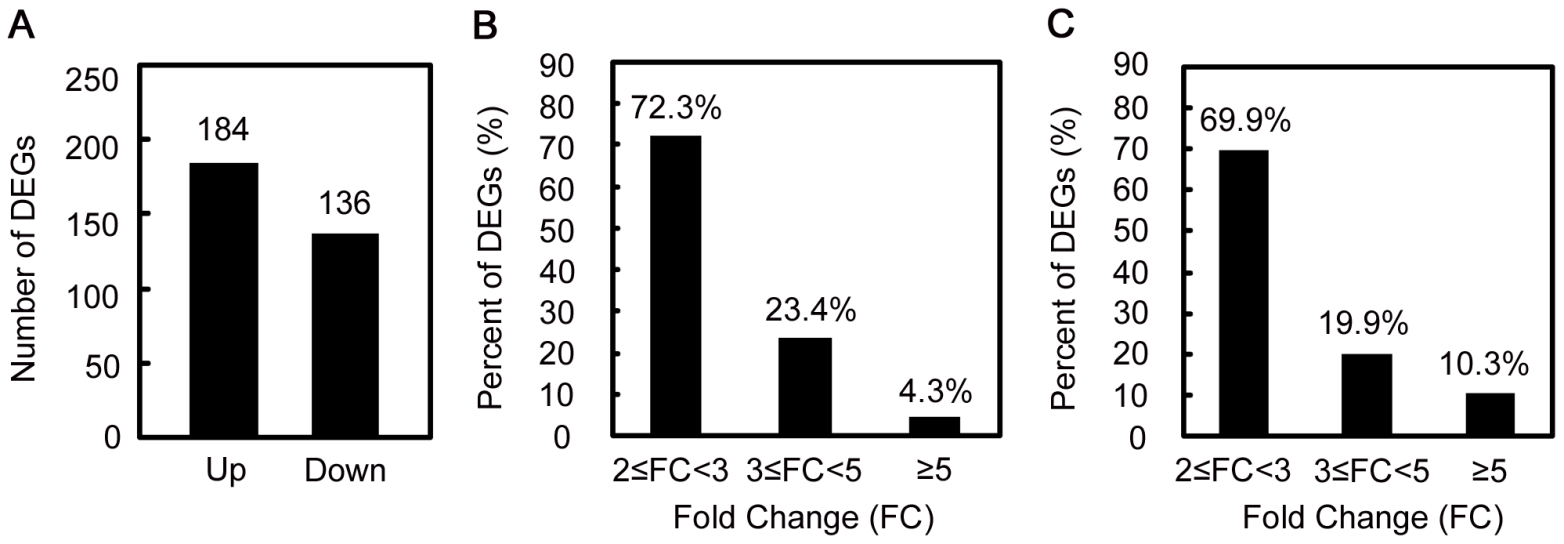
Analysis of differentially expressed genes (DEGs) response to ASGV infection. (A) Numbers of DEGs. (B) and (C) Distribution of fold changes (FC) for up-regulated and down-regulated DEGs, respectively.

The up-regulated and down-regulated genes were assigned putative functions based on the Basic Local Alignment Search Tool (BLAST) on Uniprot (Supplementary Table S2). 

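By the authors' categories in Table S2, 84 of the 185 genes called up-regulated (45.4%) and 50 of the 133 called down-regulated (37.6%) were of unknown function. The median log2 ratio of these genes was 1.33 for the up-regulated and -1.45 for the down-regulated ones. The 3 called genes outside Table S2 have no category there. The deposited files name a best protein match for 166 of the 320 genes of Table S2. With TMM scaling 52 genes of unknown function were called up-regulated.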

Approximately 45% of up-regulated genes and 36% of down-regulated genes encode proteins of unknown functions. Among the genes encoding known functions, three categories showed the most prominent changes in expression – those encoding transcription factors, enzymes in primary and secondary metabolism, and defense/stress response proteins (Fig. 4). 

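Of the genes of Table S2 listed as transcription factors, 33 were called up-regulated and 9 down-regulated. In metabolism 17 were called up-regulated and 24 down-regulated, and among the defense and stress genes 17 were called up-regulated and 22 down-regulated. These categories held 13.2%, 12.9% and 12.3% of all called genes, in the same order. The median log2 ratio of the up-regulated genes was 1.33 for transcription factors, 1.36 for metabolism and 1.56 for defense and stress, and that of the down-regulated genes was -1.42, -1.26 and -1.28. By annotation in Table S2, a list picked for change, 8 of 10 AP2, 4 of 5 WRKY, 4 of 4 HD domain, 2 of 3 NAC and 2 of 4 MYB transcription factors were called up-regulated. Over the genes with at least 10 reads, whether called or not, 39 genes were for AP2 proteins by best protein match. Their median log2 ratio was 0.12, at percentile 47.0 of random lists matched on mean expression. Of these genes 3 were called up-regulated and 1 down-regulated. The 28 genes for WRKY proteins had a median of 0.47, at percentile 99.95, and 1 was called up-regulated. Only 18170 of the 35222 genes have a best protein match, and these lists leave out the rest. Left out are called AP2 and WRKY genes of Table S2, in both directions, so the lists are not the whole families. The balance depended on the scaling of the libraries. With TMM scaling, 20 transcription factors and 7 metabolism genes were called up-regulated.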

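Signal transduction had 5 genes called up-regulated and 5 called down-regulated. For transport the numbers were 4 and 7, for cell wall related genes 4 and 5, for hormone metabolism and response 5 and 4, and for development and ripening 4 and 1. All 7 genes listed under translation were called up-regulated and all 5 under photosynthesis were called down-regulated. Cell cycle and structural protein held 1 gene each, called up-regulated, and recognition held 1 gene, called down-regulated. With TMM scaling 3 signal transduction genes, 2 hormone genes and 0 structural protein genes were called up-regulated. No test between categories was run.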

The rest of genes encode products involved in development/fruit ripening, signal transduction, transport, cell wall biogenesis, hormone metabolism/response, translation, cell cycle, structure, photosynthesis, and recognition (Fig. 4).

**Figure 4:**
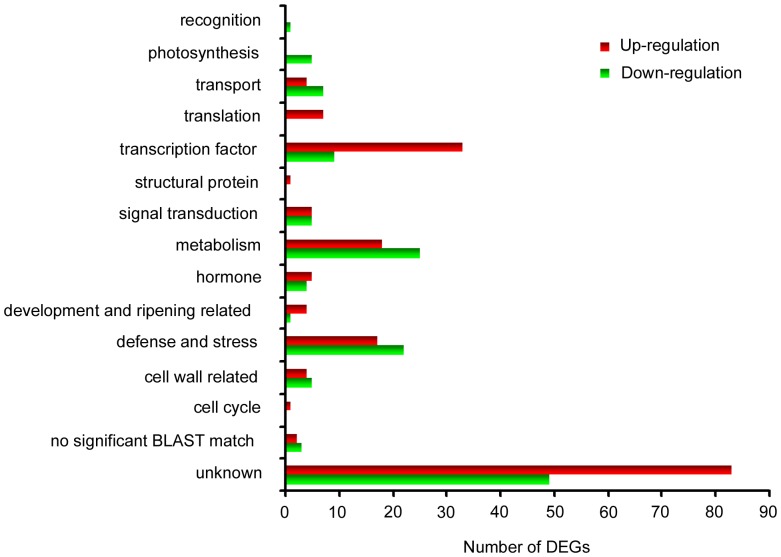
Function categorization of genes significantly induced (red) and repressed (green) in ASGV-infected apple plantlets.

### Verification of differential gene expression by qRT-PCR and northern blotting

To independently verify the differential gene expression results obtained by RNA-seq, we first used qRT-PCR to analyze the expression levels, in both virus-free and ASGV-infected apple plantlets, of 8 genes randomly chosen among the up-regulated and down-regulated ones in infected plantlets. Gene expression levels were presented as fold-changes in the infected plantlets relative to those in the virus-free samples (Fig.5A). The results showed expression pattern changes similar to those obtained from RNA-seq (Table 2) except for gene MDP0000478473. 

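The qRT-PCR data were not analysed here, and the values are the RNA-seq reads of the same genes, ASGV-infected against virus-free. MDP0000501598 had 1016 against 414 reads, a log2 ratio of 1.05 (interval 0.89 to 1.22), and MDP0000303449 had 489 against 188 reads, a log2 ratio of 1.14 (0.89 to 1.39). MDP0000585239 had 3518 against 864 reads and a log2 ratio of 1.78 (1.67 to 1.89). The largest rise was that of MDP0000129445, from 517 to 2969 reads, with a log2 ratio of 2.28 (2.14 to 2.42). Among the down-regulated genes, MDP0000227287 had 1384 against 2354 reads and a log2 ratio of -1.01 (-1.11 to -0.91). MDP0000279459 had 31 against 1519 reads, a log2 ratio of -5.86 (-6.42 to -5.35), and MDP0000859492 had 36 against 143 reads, a log2 ratio of -2.23 (-2.80 to -1.70). For MDP0000478473, with 2057 against 3915 reads, the log2 ratio was -1.17 (-1.25 to -1.09). The ACTIN gene MDP0000774288 had 524 against 428 reads and a log2 ratio of 0.049 (-0.14 to 0.24), a difference not detectable at this depth, and its sign turned under TMM scaling (-0.078) and median-of-ratios scaling (-0.095). All 8 genes were called. With TMM scaling MDP0000501598 had a log2 ratio of 0.92 and was no longer called, and with median-of-ratios scaling neither it (0.91) nor MDP0000303449 (0.99) was. With an assumed coefficient of variation of 0.2 between pools, 2 of the 8 genes were called.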

The inconsistency might be introduced by the lower sensitivity of qRT-PCR than RNA-Seq. Overall, the qRT-PCR results validated the RNA-Seq profiling results.

**Figure 5:**
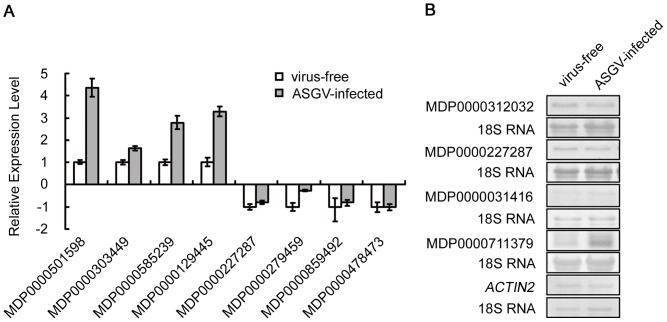
Verification of DEG data. (A) Four up-regulated and four down-regulated DEGs randomly selected were confirmed by qRT-PCR. *ACTIN2* gene was used as an internal control. Data are means and standard errors of three biological replicates. (B) Four DEGs randomly selected were confirmed by Northern blot. 18S RNA was used as a loading control.

**Table 2:** A comparison of the results from RNA-seq and from qRT-PCR analyses of differentially expressed genes.

Gene ID	Up/Down-regulated	Fold Change (RNA-seq)	Fold Change (qRT-PCR)	Function Annotation
MDP0000501598	Up	2.07	4.35	Transcription
MDP0000303449	Up	2.19	1.63	Cell wall-related
MDP0000585239	Up	3.44	2.77	Defense
MDP0000129445	Up	4.85	3.28	Ubiquitin-related
MDP0000227287	Down	−2.00	−1.25	Secondary Metabolism
MDP0000279459	Down	−58.13	−3.70	Unknown
MDP0000859492	Down	−4.76	−1.23	Unknown
MDP0000478473	Down	−2.27	−0.99	Defense

Second, we analyzed 8 other candidate genes by Northern blotting. Among them, four genes showed hybridization signals that were consistent with their altered expression patterns in ASGV-infected plantlets based on RNA-seq (Fig. 5B and Supplementary Table S2). 

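The Northern blot signals were not analysed here. In the RNA-seq reads, MDP0000312032, annotated as 3-hydroxy-3-methylglutaryl coenzyme A reductase, had 810 reads in the ASGV-infected and 1512 in the virus-free library, a log2 ratio of -1.14 (interval -1.27 to -1.02). MDP0000031416, annotated as a receptor kinase associated with BRASSINOSTEROID INSENSITIVE 1, had 170 against 71 reads, a log2 ratio of 1.02 (0.61 to 1.44). MDP0000711379, annotated as pathogenesis-related protein 1a, had 312 against 128 reads and a log2 ratio of 1.04 (0.74 to 1.35). Both up-regulated genes lay close to the log2 limit of 1. Taken relative to the ACTIN gene MDP0000774288 they had log2 ratios of 0.97 and 0.99 and were no longer called, and 2 of the 4 genes were called with TMM and median-of-ratios scaling, and 0 with an assumed coefficient of variation of 0.2 between pools. The fourth gene, MDP0000227287, is also among the qRT-PCR genes.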

The other four genes exhibited no hybridization signals possibly because of their low expression levels. Overall, the qRT-PCR and northern blotting data of randomly sampled genes confirmed the RNA-seq results.

### Reduced net photosynthesis in ASGV infected apple

The altered expressions of selective categories of apple genes in response to ASGV infection suggest selective impacts on certain developmental, cellular and physiological processes. 

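The genes of the photosynthesis category of Table S2 were all lower in the ASGV-infected library. MDP0000327226, annotated as photosystem Q(B) protein, had 3 reads in the ASGV-infected and 33 in the virus-free library, a log2 ratio of -3.70 (interval -6.05 to -2.03). MDP0000464827, annotated as photosystem I P700 chlorophyll a apoprotein A1, had 91 against 350 reads, a log2 ratio of -2.19 (-2.54 to -1.85). MDP0000441013, annotated as apoprotein A2, had 115 against 289 reads and a log2 ratio of -1.57 (-1.90 to -1.26). MDP0000691215, annotated as photosystem I subunit B, had 131 against 329 reads and a log2 ratio of -1.57 (-1.87 to -1.28). The best protein match listed for both of these genes was photosystem I apoprotein A2. MDP0000597996, annotated as ribulose bisphosphate carboxylase large chain, had 424 against 984 reads and a log2 ratio of -1.46 (-1.63 to -1.29). The largest FDR among them was 5.4e-07 (MDP0000327226, Fisher's exact test with Benjamini-Hochberg adjustment). With the clean-read totals of Table 1, a setting chosen for these genes after their values had been seen, which raised every log2 ratio by 0.28, 5 were called, and with an assumed coefficient of variation of 0.2 between pools 0 were called.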

To test such potential impacts, we chose photosynthesis for comparative analyses between virus-free and ASGV-infected plants, given that five genes involved in photosynthesis were specifically down-regulated by ASGV infection. Rooted apple plantlets were transferred to Hoagland solution for acclimation and then planted in pots and cultured in a greenhouse. Net photosynthesis (Pn), intercellular CO_2_ concentration (Ci), stomatal conductance (gs) and transpiration rate (Tr) were measured at 14 days after plantation. The results showed that compared to virus free plantlets, ASGV infection decreased Pn by 26.1–52.7% under low light conditions (50–100 µmol CO_2_ m^−2^ s^−1^), and down-regulated Pn significantly (*P*<0.05) under 200, 400, and 600 µmol CO_2_ m^−2^ s^−1^ conditions (Fig. 6). The Ci, gs, and Tr in ASGV-infected plantlets showed some increases. However, there were no statistically significant differences in Ci, gs and Tr between virus-free and ASGV-infected plants grown under a wide range of light conditions (50–1500 µmol CO_2_ m^−2^ s^−1^) (Fig. 6). Thus, ASGV infection decreased the photosynthetic performance of apple leaves under decreasing light intensities.

**Figure 6:**
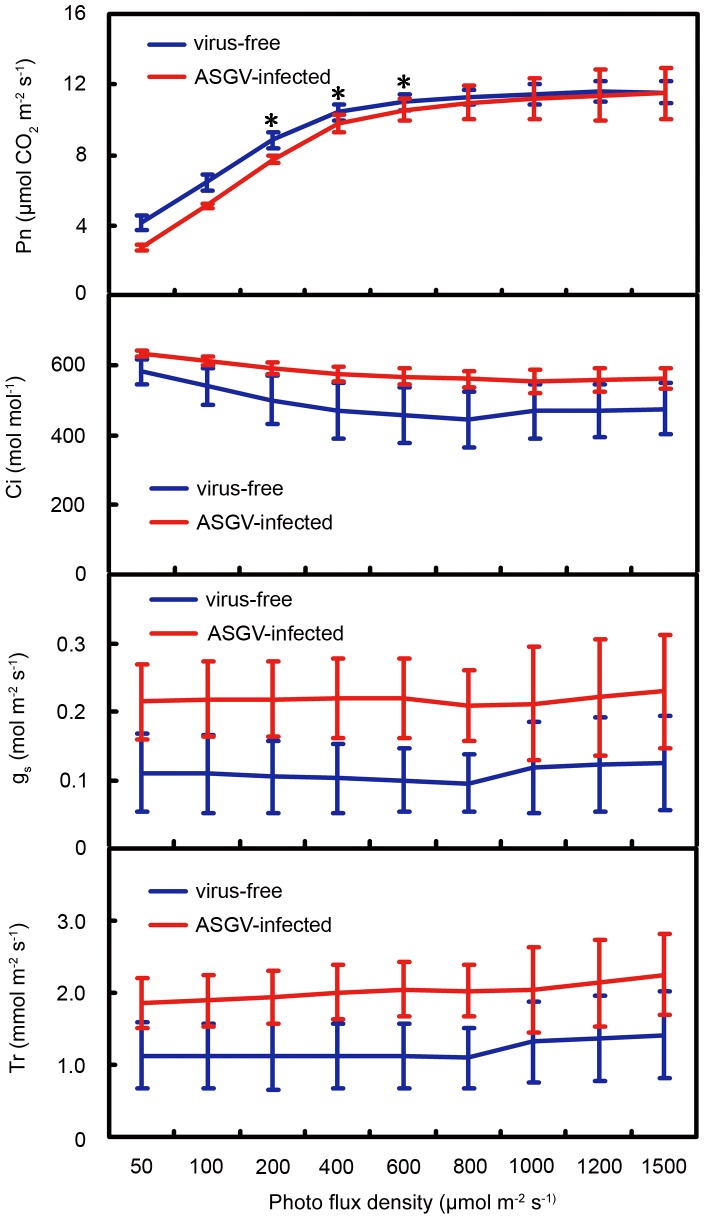
Comparison of photosynthesis between virus-free and ASGV-infected apple shoots. (A) Light response curves (net photosynthesis, Pn). (B) Intercellular CO_2_ concentration (Ci). (C) Stomatal conductance (g_s_). (D) Transpiration rate (Tr). Data represent means and standard errors based on measurements from six biological replicates. Asterisks indicate significant differences (*P*<0.05) between ASGV-infected and virus-free shoots under specific photo flux densities.

## Discussion

Most apple cultivars infected by ASGV are asymptomatic, raising the intriguing question of how these hosts respond to the infection at transcriptome levels. Here we showed that ASGV infection induced extensive gene expression changes and altered some photosynthetic parameters in asymptomatic apple plantlets.

What is significant is that ASGV asymptomatic infection caused expression changes in similar categories of genes in apple as other viruses did in other plant hosts exhibiting disease symptoms [1]–[13]. These genes encode proteins involved in plant response to biotic and abiotic stress, photosynthesis, phytohormone function, metabolism, signal transduction, transcription regulation, translation, and transport. Thus, our data suggest that disease symptom development may not always simply be interpreted in terms of particular host gene expression changes. Some notable examples of genes are discussed below to further highlight this point.

Among the 320 apple genes whose expressions were altered by ASGV infection, 39 genes (12.18%) function in defense and stress responses (Fig. 4). Surprisingly, most of these genes (22/39) are down-regulated in ASGV-infected apple, in contrast to the commonly up-regulated expression of defense/stress response genes in other plant-virus interactions [2]. 

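All 39 defense and stress genes of Table S2 were called here, 22 down-regulated and 17 up-regulated. The log2 ratio went down to -3.92 among genes with reads in both libraries, and up to 2.36. With TMM scaling, which lowers every log2 ratio, 22 were called down-regulated and 12 up-regulated. With the clean-read totals of Table 1, which raise every log2 ratio and were applied to these genes after their values had been seen, 10 were called down-regulated. With an assumed coefficient of variation of 0.2 between pools 2 genes were called down-regulated and 0 up-regulated. The split of 22 against 17 is a count within a list that the authors picked on these libraries.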

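MDP0000661381, annotated as cytochrome P450, had 450 reads in the ASGV-infected and 5767 in the virus-free library, a log2 ratio of -3.92 (interval -4.06 to -3.78). Despite these numbers, its reads covered only 32.8% of its length in the ASGV-infected and 29.0% in the virus-free library. The genes annotated as putative cytochrome P450 were MDP0000249767 at a log2 ratio of -2.70 (43 against 236 reads) and MDP0000692178 at -1.36 (268 against 583 reads), besides the qRT-PCR gene MDP0000478473. The endo-1,3-beta-glucanase gene MDP0000543964 had 2042 against 3536 reads and a log2 ratio of -1.04 (-1.11 to -0.96). The metacaspase gene MDP0000150964 (84 against 142 reads) and the Non-expressor of PR1 gene MDP0000292425 (62 against 105 reads) lay at the log2 limit for a call, with intervals of -1.41 to -0.60 and -1.48 to -0.54.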

The down-regulated defense genes include those encoding protease inhibitor, cytochrome P450, three putative cytochrome P450s, metacaspase, Non-expressor of PR1 (NPR1) and 1, 3-β-glucanase (Supplementary Table S2). Among them, 1, 3-β-glucanase is particularly interesting because it is up-regulated in several plant-virus interaction systems [1], [6], [7], [8], [32]. 

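Table S2 lists 4 genes annotated as NBS-LRR proteins, and each had more reads in the ASGV-infected library. MDP0000552270 had 67 against 11 reads and a log2 ratio of 2.36 (interval 1.43 to 3.43), MDP0000442056 had 105 against 24 reads and a log2 ratio of 1.89 (1.24 to 2.59), and MDP0000811127 had 813 against 228 reads and a log2 ratio of 1.59 (1.38 to 1.81). The remaining NBS-LRR gene, MDP0000585239, is among the qRT-PCR genes. NBS-LRR genes form a large family, and reads shared between its members were removed before counting. One gene of the category, MDP0000711379, is annotated as a pathogenesis-related protein.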

The up-regulated defense genes include those encoding pathogenesis-related (PR) proteins (PR1 and PR1a) and NBS-LRR disease resistance proteins (Supplementary Table S2).

The down-regulated genes involved in stress responses include those encoding heat shock proteins (HSP83), DnaJ protein, alternative oxidase and allene oxide cyclase. 

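The heat shock protein 83 gene MDP0000303430 had 2271 reads in the ASGV-infected and 4213 in the virus-free library, a log2 ratio of -1.13 (interval -1.21 to -1.06). The DnaJ gene MDP0000275331 had 259 against 465 reads and a log2 ratio of -1.09 (-1.31 to -0.86). These reads covered only 7.32% of its length in each library, so the ratio describes that part of the gene. The alternative oxidase gene MDP0000244591 had 375 against 1040 reads and a log2 ratio of -1.71 (-1.89 to -1.54). The allene oxide cyclase gene MDP0000239834 had fewer reads, 22 against 53, and a log2 ratio of -1.51 (-2.30 to -0.77; FDR = 0.000754, Fisher's exact test with Benjamini-Hochberg adjustment). Its reads also covered little of its length, 9.52% in the ASGV-infected and 9.65% in the virus-free library. Of the 6 genes of the category annotated as heat shock proteins, 5 were called down-regulated and 1 up-regulated.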

Heat shock proteins are commonly up regulated by plant virus infection [2], [33]. Silencing of DnaJ and homologues appears to have opposite functions in inhibiting cell-to-cell spread of *Tobacco mosaic virus* and *Potato virus X* [34] and in enhancing susceptibility of soybean plants to *Soybean mosaic virus* [35].

Intuitively, down- or up-regulated expression of defense/stress genes is expected to lead to alterations in the dynamics of viral infection and severity of disease symptoms. However, ASGV-infected apple plants do not develop symptoms despite down-regulated expression of most defense/stress regulated genes and up-regulated expression of some of these genes. A critical question that needs to be answered in future studies is whether the opposite expression patterns of these genes lead to neutralized effects on plant growth and development to display no symptoms.

Given the critical importance of photosynthesis to plant growth and development, altered expression of photosynthetic genes is also expected to lead to disease symptoms. Many genes involved in photosynthesis are specifically down-regulated, including those encoding photosystem Q(B) protein, photosystem I P700 chlorophyll a apoprotein A1, photosystem I P700 chlorophyll a apoprotein A2, photosystem I subunit B, and ribulose bisphosphate carboxylase large chain (Supplementary Table S2). 

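The proteins behind these genes are encoded in the chloroplast genome. Photosystem genes were therefore grouped by the best protein match listed in the deposited files, over genes with at least 10 reads in both libraries together, with keywords written after the values had been seen. The 7 genes matching chloroplast-encoded photosystem proteins had a median log2 ratio of -1.24, and 6 of them were lower in the ASGV-infected library. The list holds 3 called genes of Table S2, which were picked on these libraries, so its percentile of 0 among random lists followed in part from that choice. The 4 genes left without them had a median of -0.98, at percentile 0.010 of 10000 random lists matched on mean expression. Of the random lists, 95% had medians between -0.31 and 0.67, and 3 of the 4 genes were lower. Among the 4 is another match to photosystem I apoprotein A2 (153 against 255 reads), as were called genes taken out. The list of 4 is thus not independent of that choice. It also holds genes with few reads (13 against 26, and 13 against 9). The 13 genes matching nuclear-encoded photosystem or chlorophyll a/b binding proteins had a median of 0.085, at percentile 73.5 of random lists, and none of them was called. With TMM scaling the median of this list turned to -0.042. The 11 genes matching other chloroplast-encoded proteins had a median of -0.073, at percentile 10.8. The apoprotein A1 gene MDP0000464827 and the rubisco large chain gene MDP0000597996, at -2.19 and -1.46, have no best match and are in none of these lists. The lists describe these libraries and carry no p-value.

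**Figure D2:**
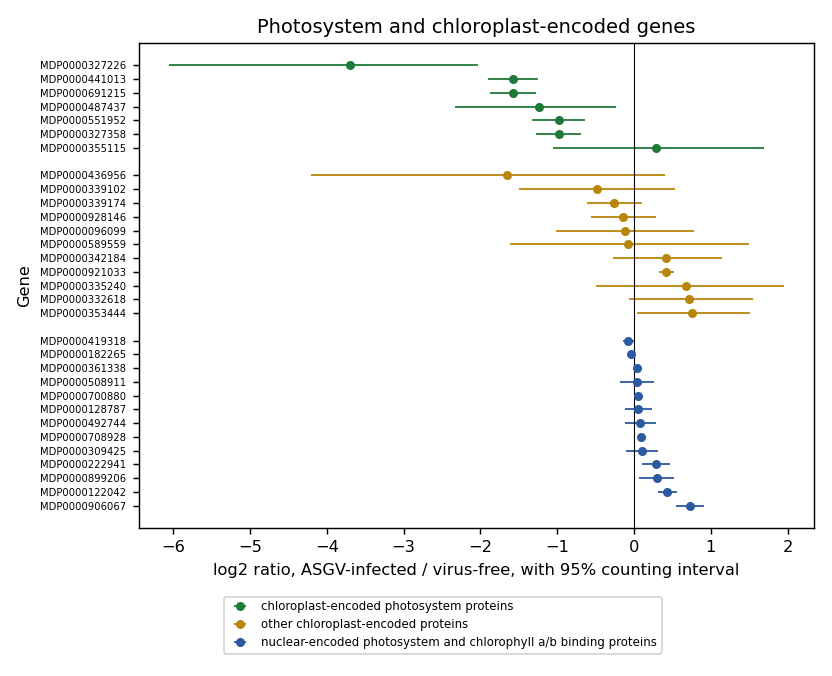
Log2 ratio, ASGV-infected over virus-free, with its 95% counting interval (horizontal axis) of each gene (vertical axis) in the lists of chloroplast-encoded photosystem proteins, other chloroplast-encoded proteins and nuclear-encoded photosystem and chlorophyll a/b binding proteins. The medians of the lists are -1.24, -0.073 and 0.085, and the last turns to -0.042 with TMM scaling. Genes without a best protein match, such as the rubisco large chain gene MDP0000597996, are in none of the lists.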

At the same time, some genes involved in the translation of proteins in chloroplast are uniquely up-regulated. These include 30S ribosomal protein S3, 50S ribosomal protein L2, 50S ribosomal protein L14, and 50S ribosomal protein L16 (Supplementary Table S2). 

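The genes annotated as 30S ribosomal protein S3 were MDP0000361244, with 325 reads in the ASGV-infected and 76 in the virus-free library and a log2 ratio of 1.85 (interval 1.49 to 2.23), and MDP0000361245, with 313 against 91 reads and a log2 ratio of 1.54 (1.20 to 1.89). The 50S ribosomal protein L2 genes MDP0000436957 and MDP0000436958 had log2 ratios of 1.48 (461 against 140 reads) and 1.53 (483 against 141 reads). The L14 gene MDP0000361249 had 501 against 149 reads and a log2 ratio of 1.51 (1.24 to 1.78), and the L16 gene MDP0000361241 had 289 against 80 reads and a log2 ratio of 1.61 (1.25 to 1.99). These genes had coding lengths of 349 to 501 bases. The translation category also holds MDP0000291076, annotated as ribosomal protein L19. All 7 stayed called with TMM and median-of-ratios scaling, and none with an assumed coefficient of variation of 0.2 between pools. By best protein match, 21 genes for chloroplast ribosomal proteins had a median log2 ratio of 0.24, at percentile 87.0 of random lists. Without the genes of Table S2, 16 genes were left, with a median of 0.20 at percentile 66.5. The 39 genes for cytosolic ribosomal proteins had a median of 0.086, at percentile 38.7, and none was called. With TMM scaling the cytosolic median turned to -0.041.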

Our experiments showed reduced photosynthesis capacity of ASGV-infected plants under low light, but not high light, conditions. Regardless of these changes, the ASGV-infected plants counter-intuitively exhibit no disease symptoms.

In summary, our transcriptome analyses reveal extensive changes in the apple gene expression patterns under ASGV infection similar to those reported for other plant-virus pathosystems [1]–[13], [36]–[39]. However, the infected apple plantlets do not develop visible symptoms, in contrast to the other plant-virus pathosystems in which the infected hosts show clear symptoms. Whether our findings may be applicable only to cultured plantlets infected by a virus or may be extended to other plant-virus interaction systems remains to be determined, but the fact that ASGV-infected mature apple trees are symptomless suggests the potentially broader implications of our findings. Thus, global host gene expression changes do not necessarily lead to viral disease symptoms. Our data suggest that the general approaches to correlate host gene expression changes under viral infection conditions to specific disease symptom, based on the interpretation of transcription profiling data and altered individual gene functions, may have limitations depending on particular experimental systems. It is possible that disease symptoms arise as a consequence of complex interactions among plant developmental stages, gene expression threshold levels as well as compensatory, synergistic and antagonistic effects of different genes.

## Supporting Information

Table S1 **Primers used in this study.**
(DOC) Click here for additional data file.

Table S2 **Lists of significantly modulated genes in response to** ***Apple stem grooving virus*** **infection.**
(DOC) Click here for additional data file.

# Supplementary material for: Infection of Apple by Apple Stem Grooving Virus Leads to Extensive Alterations in Gene Expression Patterns but No Disease Symptoms
**Source:** PLoS One. 2014 Apr 15;9(4):e95239. doi: 10.1371/journal.pone.0095239
**Supplement:** Table S1 — Primers used in this study.

**Table S1.** Primers used in this study

| **Virus or Gene ID** | **Forward Primer (5'-3')** | **Reverse Primer (5'-3')** | **Size (bp)** |
| --- | --- | --- | --- |
| **For detection of apple viruses and viroids** | | | |
| ASGV | GGAATTTCACACGACTCCTAACCCTCC | CCCGCTGTTGGATTTGATACACCTC | 500a |
| ACLSV | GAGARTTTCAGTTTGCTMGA | AGTCTACAGGCTATTTATTATAAGT | 794b |
| ASPV | ATGTCTGGAACCTCATGCTGCAA | TTGGGATCAACTTTACTAAAAAGCATAA | 370c |
| ASSVd | CTCGTCGTCGACGAAGG | CAGCACCACAGGAACCTCACGG | 278d |
| ADFVd | GAGGAAAACTCCGTGTGGTTC | AAGTCCACTCCCTGCCAGACC | 274e |
| **For expression analysis by quantitative real-time PCR** | | | |
| MDP0000501598 | CGGGTCTGCTTCTTTGCTCA | AGGACTGTTTGGCGACATTGG | 180 |
| MDP0000303449 | ACCGAAGGGTAAGGGAGATGA | TGGAGGCTTGTGTGGTGGTT | 181 |
| MDP0000585239 | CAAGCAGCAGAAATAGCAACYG | AATGAGCAGCGAGCGTAGA | 222 |
| MDP0000129445 | TTTCATCACCGCCATCCGT | AGAGGCATTGTGAGAGCATTCT | 199 |
| MDP0000227287 | CAAGGGCACGAAAGTGGATT | TCCCAGTCATACACACCAAGA | 97 |
| MDP0000279459 | ATTTCTGGTCGGGTCTGTCG | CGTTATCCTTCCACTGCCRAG | 176 |
| MDP0000859492 | GCATCCAATCCCTCATCAACG | CCAGTCAGCCACACCAAAGA | 196 |
| MDP0000478473 | CTTAGGGTTTGTCTCCTTCATCAC | GACCTTTCCATCCTGTGGCTA | 152 |
| MDP0000441013 | ATTTCGGGATTGGGCACA | GCGATGTATTGGTGATGAGTAT | 256 |
| MDP0000691215 | ACAACCGAAATGGAAACCGAG | GGAACTCACTCCGAATAGTCCT | 91 |
| MDP0000597996 | ATTGGGTCTCTCTGCCAGGT | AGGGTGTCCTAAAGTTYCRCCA | 131 |
| MDP0000464827 | CCTAAAGAGATTCCGCTCCCT | GTCAGCCATAGACCTCCAGT | 176 |
| MDP0000327226 | TTCGTGAACCTGTTTCTGG | GCAACAACAATCCAAGGG | 250 |
| *actin2* | CTATGTTCCCTGGTATTGCAGACC | GCCACAACCTTGTTTTTCATGC | 82 |

a **James D.** 1999. A simple and reliable protocol for the detection of apple stem grooving virus by RT-PCR and in a multiplex PCR assay. *Journal of Virological Methods* **83,** 1–9.

b **Yaegashi H, Isogai M, Tajima H,** [**Sano T**](http://www.ncbi.nlm.nih.gov/pubmed?term=Sano T%5BAuthor%5D&cauthor=true&cauthor_uid=17698674)**,** [**Yoshikawa N**](http://www.ncbi.nlm.nih.gov/pubmed?term=Yoshikawa N%5BAuthor%5D&cauthor=true&cauthor_uid=17698674)**.** 2007. Combinations of two amino acids (Ala40 and Phe75 or Ser40 and Tyr75) in the coat protein of apple chlorotic leaf spot virus are crucial for infectivity. *Journal of General Virology* **88,** 2611–2618.

c **Menzel W, Jelkmann W, Maiss E.** 2002. Detection of four apple viruses by multiplex RT-PCR assays with coamplification of plant mRNA as internal control. *Journal of Virological Methods* **99,** 81–92.

d **Zhao Y, Niu J.** 2008. Apricot is a new host of *Apple scar skin viroid*. *Australasian Plant Disease Notes* **3,** 98–100.

e **Li R, Mock R, Huang Q,** [**Abad J**](http://www.ncbi.nlm.nih.gov/pubmed?term=Abad J%5BAuthor%5D&cauthor=true&cauthor_uid=18848583)**,** [**Hartung J**](http://www.ncbi.nlm.nih.gov/pubmed?term=Hartung J%5BAuthor%5D&cauthor=true&cauthor_uid=18848583)**,** [**Kinard G**](http://www.ncbi.nlm.nih.gov/pubmed?term=Kinard G%5BAuthor%5D&cauthor=true&cauthor_uid=18848583)**.** 2008. A reliable and inexpensive method of nucleic acid extraction for the PCR-based detection of diverse plant pathogens. *Journal of Virological Methods* **154,** 48–55

# Supplementary material for: Infection of Apple by Apple Stem Grooving Virus Leads to Extensive Alterations in Gene Expression Patterns but No Disease Symptoms
**Source:** PLoS One. 2014 Apr 15;9(4):e95239. doi: 10.1371/journal.pone.0095239
**Supplement:** Table S2 — Lists of significantly modulated genes in response to Apple stem grooving virus infection.

**Table S2.** Lists of apple genes showing significantly altered expressions in response to *Apple stem grooving virus* infection. Gene ID refers to Malus×domestica Whole Genome v1.0 in Genome Database of Rosaceae (http://www.rosaceae.org/species/malus/malus_x_domestica/genome_v1.0). For each gene the best Uniprot match with the related annotation and the expression ratio value (fold change) are reported.

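For the 318 genes of Table S2 with reads in both libraries, the log2 ratio of RPM differed from the listed value by at most 0.0005, so the listed ratio is that of the RPKM of the libraries. The remaining 2 genes have 0 reads in one library, and their listed values were obtained by setting the RPKM of 0 to 0.001. The size of such a value is set by that constant and not by the reads.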

How the deposited data were processed for this re-analysis (not part of the article)

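RNA-seq of 2 libraries was analysed, 1 from ASGV-infected and 1 from virus-free apple plantlets, each a pool of RNA from 10 plantlets. The authors cleaned the reads, mapped them with SOAPaligner/soap2 (version not given in the sources used here) to the Malus×domestica Whole Genome v1.0, removed reads that mapped to more than one gene sequence and deposited the count of remaining reads per gene, without normalization. The authors also deposited the RPKM of each gene, relative to its listed length and the sum of reads on genes in the library, and its coverage, the percent of its length covered by reads. The files list only genes with at least 1 read. A joined table of the same values was not used here. The sums of counts were 3309972 and 2796881 reads for the ASGV-infected and the virus-free library.

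Libraries were assigned to conditions from the sample labels and the paper. For each of 35222 genes, Fisher's exact test (two-sided, scipy 1.17.1) compared its reads against the rest of the reads of the libraries, and p-values were adjusted by the Benjamini-Hochberg method. Genes were called at an FDR below 0.001 and an absolute log2 ratio of at least 1, as in the paper's methods. A library with 0 reads on a gene was set at 3 reads. The fold change is then a lower bound that takes the reads in the other library as exact. Exact 95% intervals (Clopper-Pearson, conditional binomial) were computed for ratios of reads, and Wilson 95% intervals for shares of genes. They cover counting error only. Because there was 1 library per condition, neither edgeR's quasi-likelihood test nor an estimate of the spread between pools was possible, and the Fisher test says nothing about that spread.

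The tests were tested on simulated data. For the comparison of the ASGV-infected with the virus-free library, counts were drawn from the real mean shares and totals, with 200 genes of at least 50 reads changed 4-fold. Over 33317 simulated genes with reads, the Fisher test called 177 of the 200 (88.5%) in the right direction with 0 false calls, and 95.9% of the intervals held the true ratio over 13415 genes. Libraries with no gene changed were also simulated, in 10 draws for each assumed coefficient of variation between pools, and in 1000 further draws with counting error alone for the 3 called genes outside Table S2. In libraries simulated for the same comparison without a change, 5.50% of 200 lists of 10 genes, out of 22417 genes, lay beyond the central 95% of random lists, and 100% of lists raised by 1 on the log2 scale lay above them. A simulated trend with length of slope 0.105 over 13392 genes was left at 0.00037 by the correction for length, with 168 of 200 changed genes called and 0 false calls.

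The alternatives chosen before the data were examined were TMM scaling (edgeR 4.0.16), median-of-ratios size factors (DESeq2 1.42.0), the mapped and clean read totals of Table 1, scaling to the ACTIN gene MDP0000774288, a minimum of 10 reads, Benjamini-Yekutieli adjustment, the Audic-Claverie test, edgeR's exact test with assumed coefficients of variation of 0.1, 0.2 and 0.4, an FDR below 0.05, an RPKM of 0.001 in place of 0, and random thinning of the ASGV-infected library. Testing all listed genes without a filter was the same as the main analysis, since the files list only genes with reads. R 4.3.3, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, statsmodels 0.14.6 and matplotlib 3.10.9 were used.

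The genes named were chosen by a rule written before the data were examined, although the log2 ratios in Table S2 had been seen. It took the genes the paper names by ID, the photosynthesis and translation genes of Table S2, the genes whose products the Discussion names, and the called genes with the largest log2 ratios, the largest changes in RPM, or 0 reads in one library. MDP0000195993 and MDP0000290812 fall under it. Genes outside this rule are said to be so where they are named, apart from MDP0000485762 and MDP0000493644 as the ends of the range of log2 ratios, which were chosen after their values were seen. Annotations are those of Table S2 or the best protein matches in the deposited files, which are often to other species. Lists of genes by keyword were set against 10000 random lists matched on mean expression, each member drawn from the 200 genes nearest in RPM. The lists were named before the data were examined, except that of other chloroplast-encoded proteins. The keywords were written after the values had been seen. The list of chloroplast ribosomal proteins was also split, after the values had been seen, into ribosomal proteins S3, L2, L14 and L16 and 30S and 50S ribosomal proteins. The list of jasmonate enzymes held 1 gene with at least 10 reads by best protein match and was not compared. Gene coordinates are not used here, and the qRT-PCR, Northern blot and gas exchange data were not analysed here.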

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

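The tests of counting error and of ordinary differences between pools for these genes were chosen after the values had been seen, while TMM scaling and the assumed coefficients of variation had been set earlier. Called genes outside Table S2 were MDP0000195993, with 33 reads in the ASGV-infected and 4 in the virus-free library and a log2 ratio of 2.80, MDP0000290812, with the same numbers of reads and a log2 ratio of 2.80, and MDP0000493644, with 25 against 2 reads and a log2 ratio of 3.40 (interval 1.40 to 6.52). MDP0000493644 is outside the rule for named genes and was chosen after its values were seen. They stood out because the paper does not report them and their reads in the ASGV-infected library exceed what a count of 0 could hide. Draws with counting error alone do not decide on it, because the 3 genes were picked for passing a test of counting error. Such draws show only how rare calls of this kind are. Of 1000 draws with counting error alone and no gene changed, 0.40% gave 3 or more genes with a log2 ratio of at least 1 in size and a p no larger than the largest p of these genes. At least 1 such gene was found in 205 of the draws, so counting error stays open for any 1 of the 3 genes. An ordinary difference between pools of plantlets cannot be told apart from an effect of the virus with 1 library per condition. With an assumed coefficient of variation of 0.2 between pools, 0 of the 3 genes were called. With TMM scaling none of the 3 was called, at log2 ratios of 2.67, 2.67 and 3.27, nor with median-of-ratios scaling or Benjamini-Yekutieli adjustment. MDP0000493644 was also not called relative to ACTIN, after thinning, with totals without 10 genes and after the length correction. Reads shared between gene copies were not tested, and an effect of ASGV infection stays open, as untested.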

How the results depend on the processing

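Alternatives added after the data were seen are the estimated coefficient of variation, the totals without 10 genes, the correction for coding length, the clean-read totals for the photosynthesis and the defense and stress genes, and the gene lists without the genes of Table S2. No paired analysis was possible because there was 1 library per condition.

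The numbers of called genes fell as a larger spread between pools was assumed. With edgeR's exact test and a coefficient of variation of 0.1, 75 genes were called up-regulated and 79 down-regulated, at 0.2 these were 1 and 8, and at 0.4 they were 0 and 1. When both libraries were treated as replicates of one condition, the estimated coefficient of variation was 0.193 over 22422 genes, and 1 gene was called up-regulated and 8 down-regulated. That estimate counts any effect of the virus as spread.

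The scaling of the libraries changed the balance. TMM moved the median log2 ratio of genes with at least 50 reads by -0.13, median-of-ratios by -0.14 and the clean-read totals by 0.28. TMM called 113 up-regulated and 192 down-regulated genes, of which 246 were calls of the main analysis. Median-of-ratios scaling called 106 and 200. The clean-read totals of Table 1 called 622 and 65, so 90.5% were up-regulated, while the mapped totals called 184 and 133. Relative to the ACTIN gene the share of up-regulated genes was 47.9%, and with totals without the 10 genes that changed most in RPM it was 46.9%. An FDR below 0.05 called 406 up-regulated and 198 down-regulated genes. The minimum of 10 reads, Benjamini-Yekutieli adjustment, the Audic-Claverie test, the RPKM of 0.001, thinning and the length correction gave 145 to 196 up-regulated and 121 to 138 down-regulated genes. In none of these settings was a called gene of the main analysis called in the opposite direction. The scaling shifts were too small to turn a call, and the other settings started from the same reads, so this does not test the calls.

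Transcription factors called up-regulated numbered 20 with TMM and 18 with median-of-ratios, metabolism genes 7 and 6, and genes of unknown function 52 and 49. Signal transduction genes called up-regulated numbered 3 and 3, hormone genes 2 and 2, and structural protein genes 0 and 0, and cell wall related genes 2 with median-of-ratios. Defense and stress genes called down-regulated numbered 22 with TMM, with median-of-ratios and relative to ACTIN, and 10 with the clean-read totals. Relative to ACTIN 10 metabolism genes and 0 structural protein genes were called up-regulated. With a coefficient of variation of 0.2, 9 of the genes of Table S2 were called, which were 2 down-regulated defense and stress genes, 1 down-regulated cell wall related gene, and 1 up-regulated and 5 down-regulated genes of unknown function. In that setting 0 genes were called up-regulated in defense and stress, cell wall, transcription factor, metabolism, development, signal transduction, transport, hormone, translation, cell cycle and structural protein, and 0 down-regulated in transcription factor, metabolism, development, signal transduction, transport, hormone, photosynthesis and recognition. Also there, 0 photosynthesis genes, 0 chloroplast translation genes, 2 qRT-PCR genes and 0 Northern blot genes were called. Of the Northern blot genes 2 were called with TMM, with median-of-ratios and relative to ACTIN. Genes changed 5-fold or more were 2.65% of the up-regulated genes with TMM and 2.83% with median-of-ratios. With an RPKM of 0.001 in place of 0 the log2 ratios reached -13.72 and 13.47. The cause of these changes was not tested beyond the construction of each setting.

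Of the 47 named genes, 39 kept their direction and their side of the limits with TMM, 38 with median-of-ratios and 43 relative to ACTIN, where ACTIN itself has no value, and 6 with a coefficient of variation of 0.2. The ACTIN gene MDP0000774288 changed sign, to -0.078 with TMM and -0.095 with median-of-ratios.

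Thinned to the total of the virus-free library, the ASGV-infected library had 32372 genes with reads (range 32329 to 32426), against 33094 without thinning and 31320 in the virus-free library. The reads were not spread alike over the genes of the libraries, so that equal totals do not give an equal depth over most genes, and how much of the difference was due to depth is open. At a minimum of 10 reads 17787 genes were left in the virus-free and 19512 in the ASGV-infected library. With that minimum 2.48% of the virus-free and 2.65% of the ASGV-infected genes had a coverage of 10% or less, and 14.2% and 16.4% one above 90%. Among genes shorter than the median length, 18.3% and 17.5% had a coverage of 10% or less and 10.1% and 11.2% one above 90%. Among longer genes these were 27.7% and 26.3%, and 6.27% and 8.30%.

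Without the minimum of 10 reads, the percentile among random lists was 15.1 for other chloroplast-encoded proteins, 64.2 for nuclear-encoded photosystem proteins, 90.1 for chloroplast ribosomal proteins, 44.3 for 30S and 50S ribosomal proteins, 47.4 for cytosolic ribosomal proteins, 0.080 for heat shock proteins, 89.8 for NBS-LRR proteins, 99.98 for WRKY proteins and 36.1 for AP2 proteins. Without the genes of Table S2 it was 66.5 for chloroplast ribosomal proteins, 99.73 for ribosomal proteins S3, L2, L14 and L16 and 99.88 for WRKY proteins. TMM adds one constant to every gene and so does not test the percentiles.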

Differences from the paper's values

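The paper's lowest log2 ratio of a called gene is -13.5 and its highest is 13.7. The values here were -6.45 and 3.40, with a gene at 0 reads in one library set at 3 reads. With TMM scaling, chosen before the data were examined, they were -6.58 and 2.90. With an RPKM of 0.001 in place of 0, also chosen before the data were examined, they were -13.72 and 13.47. The sizes of the paper's limits are reached under that setting with the signs exchanged, and Table S2 lists them as -13.720 and 13.468. Under each of the alternatives the values still differ from those in the paper's text.

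The paper's text gives the shares of reads mapped to a gene as shares of the unique reads. The deposited counts sum to all of the unique match reads of Table 1, and their shares of the clean reads are 37.3% and 45.1%, which is how Table 1 gives them.

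Of the genes of Table S2, 5 were not called here. They were MDP0000265131 (FDR = 0.00108), MDP0000895663 (0.00116), MDP0000869399 (0.00104), MDP0000234623 (0.00115) and MDP0000199257 (0.00103), all from Fisher's exact test with Benjamini-Hochberg adjustment and just above the limit. They were named after their values had been seen. A minimum of 10 reads and an FDR below 0.05, set before the data were examined, each called all 5. TMM scaling, median-of-ratios scaling and scaling to ACTIN each called 3 of them, and the clean-read totals, the Audic-Claverie test and thinning 2. Of the settings chosen after seeing the values, totals without 10 genes called 3 and the length correction 1, with 277 and 293 of the 318 calls kept.

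The paper's text names both PR1 and PR1a among the up-regulated genes. Table S2 lists 1 gene annotated as a pathogenesis-related protein, MDP0000711379, with a log2 ratio of 1.04.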

Other observations

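The tests of explanations in this part (ordinary differences between pools, a few genes with many reads, gene length, chloroplast RNA and scaling) were chosen after the results had been seen. The assumed coefficients of variation and TMM scaling had been set earlier, as had the clean-read totals for the numbers of called genes.

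The number of called genes can be set beside libraries simulated with no gene changed. With counting error alone the Fisher test called a median of 0 genes, with a coefficient of variation between pools of 0.1 it called 2.5, with 0.2 it called 260 (range 235 to 283 over 10 draws) and with 0.4 it called 2907. The libraries themselves gave 318. Counting error therefore leaves the calls unexplained. Ordinary differences between pools, of a size that may give 260 calls, cannot be told apart from an effect of ASGV infection by the sequencing, because no condition has more than 1 library. The paper's qRT-PCR used replicate pools of plantlets for a few of these genes. It reports changes similar to the RNA-seq there, except for MDP0000478473. Those data were not analysed here and leave the other called genes open.

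The log2 ratios of most genes lay above 0, with a median of 0.14 over genes with at least 50 reads. The 10 genes with most reads took 7.36% of the reads of the virus-free library and 5.11% of those of the ASGV-infected library. A few genes taking reads from the rest could lower all others in the virus-free library. With totals without the 10 genes of largest change in RPM, the median was 0.079, so these genes account for part of the shift and not for all of it. What sets the rest stays open. The called down-regulated genes of largest change were MDP0000499035 (8183 against 42732 reads), MDP0000053760 (6756 against 19926) and MDP0000361180 (4167 against 12036), with coding lengths of 687, 318 and 271 bases. MDP0000361180 is annotated as a cell wall-associated hydrolase in Table S2, and its best protein match in the deposited files is a putative ribosomal protein S3. The called up-regulated genes of largest change were MDP0000588193 (6733 against 2638 reads), MDP0000307853 (5459 against 1835) and MDP0000590116 (4994 against 1859).

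The median log2 ratio also rose with coding length, from 0.090 in the 3347 shortest genes with at least 50 reads to 0.19 in the 3360 longest, and was lower at more reads, with 0.20 in the 3330 genes with fewest reads and 0.059 in the 3360 with most. Calls that only follow the trend with length are argued against, since 293 of the 318 called genes stayed called in the same direction after a correction for it. The trend itself was not explained.

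Genes for chloroplast-encoded photosystem proteins were lower in the ASGV-infected library, and 7 genes of the translation category of Table S2 were higher. Less chloroplast RNA overall would lower other chloroplast-encoded genes as well. The 11 such genes with a best protein match had summed reads at a log2 ratio of 0.35 (interval 0.26 to 0.43). Without the gene with most reads this was 0.014 (-0.19 to 0.22), far above the median of -1.24 of the photosystem list. Genes without a best match are left out of that sum. Among them are the rubisco large chain gene MDP0000597996, lower at -1.46, and the L14 and L16 genes MDP0000361249 and MDP0000361241, higher at 1.51 and 1.61. The sum therefore does not settle whether chloroplast RNA was lower. The clean-read totals raised every log2 ratio by 0.28, a shift smaller in size than the median of -1.24 of the photosystem list. With them the summed reads of the 5 photosynthesis genes of Table S2 had a log2 ratio of -1.34 (-1.47 to -1.22), against -1.62 in the main analysis. These genes were picked on these libraries for their change. That the sum stayed beyond the limit of a call followed from this choice and does not test the scaling. The list of 8 genes whose best match was ribosomal protein S3, L2, L14 or L16 was written after the values had been seen and holds 5 called genes of Table S2, so that its percentile of 100, like that of 62.3 for the 13 remaining 30S and 50S ribosomal proteins with a median of 0.17, followed from the choice and tests nothing. In the list of 8 genes, 2, MDP0000356969 at -1.88 and MDP0000361180 at -1.77, were lower and 6 were higher. Of the 3 genes outside Table S2, MDP0000361235 at 3.15 (1.12 to 6.29) and MDP0000361242 at 1.24 (0.57 to 1.96) were higher. The third of them, MDP0000356969, was lower, and none was called. MDP0000356969, MDP0000361235 and MDP0000361242 were chosen after their values were seen. A difference between the libraries in how chloroplast RNA passed the selection of mRNA with oligo(dT) was not tested, and an effect of ASGV infection is open as well.

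By best protein match, 17 genes for heat shock proteins had a median log2 ratio of -0.47, at percentile 0.025 of random lists, and 15 of them were lower. None was called. This list holds none of the heat shock genes of Table S2. The 28 genes for WRKY proteins had a median of 0.47, at percentile 99.95, and the 79 genes for NBS-LRR proteins one of 0.34, at percentile 95.8. The 39 genes for AP2 proteins had a median of 0.12, at percentile 47.0, and the median turned to -0.0078 with TMM scaling. Called genes of Table S2 without a best protein match are missing from the WRKY, NBS-LRR and AP2 lists. Table S2 lists 6 genes annotated as allene oxide synthase, allene oxide cyclase or 12-oxophytodienoate reductase, and all 6 were called down-regulated, with log2 ratios from -1.98 to -1.20.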
